A study of Mus musculus with 6 samples.

How the data were processed

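RNA was measured in 6 libraries of mouse forelimb bud ectoderm, the cell layer that covers the limb bud, at E10.5. Per the labels' protocols, ectoderm was freed from the bud with trypsin and fine forceps, and each replicate was the ectoderm of both forelimbs from 1 embryo. The groups, taken from the sample titles, were 3 Sp8 null embryos and 3 wild-type embryos. Per the labels' protocols, wild-type embryos came from crosses of C57BL/6 inbred mice and null embryos from crosses of mice heterozygous for an Sp8 allele named after Cre-ERT2. Polyadenylated RNA was made into libraries with the TruSeq v2 kit, per the labels' protocols. Sample names started with 4 for Sp8 null embryo 1 and wild-type embryo 1 and with 5 for the other libraries, and what this number stands for was not stated.

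A single table held every value. The authors deposited FPKM, the number of fragments per kilobase of transcript scaled to the mapped fragments of the library, for 49452 genes in each library, with a status for each estimate. Per the file headers, gene models were those of Ensembl build 87 for mouse. The aligner, the counting program, the use of strand and any scaling between libraries were not stated in the headers or labels. The authors' deposited table also held, for each gene, a mean per group (a normalized signal on the scale of read counts), a signed score for the fold change and a p-value. The test behind the deposited p-value, and whether that p-value was adjusted, were not stated per the file headers. The deposited fold change lay nearer to 1 than the ratio of the deposited means in 98.4% of 20137 genes with means above 0 and a ratio clear of 1. The deposited means and FPKM do not come from the same counting of reads for every gene: the Spearman correlation of the log2 ratio of means with the log2 fold change of FPKM was 0.882 across tested genes, which are not independent replicates, and 201 tested genes had a mean of at least 5 FPKM with deposited means summing to less than 50. The means were headed as control and sample, and were taken for wild type and Sp8 null. Of 111 genes at over 5 FPKM in wild type whose mean FPKM plus 1 changed over 2-fold and whose control mean was over 50, 107 moved the same way in both. These columns were used only to describe the authors' comparison.

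Because the values were FPKM and not counts, the test fixed for that case before the data were examined was used. FPKM was analysed as log2(FPKM + 1) for genes with at least 1 FPKM in at least 3 libraries, which left 12133 genes. A linear model with genotype as the only term was fitted with limma 3.58.1 in R 4.3.3, with a mean-variance trend in the empirical Bayes step. P-values were two-sided and were adjusted by the Benjamini-Hochberg method over all tested genes. Genes with an adjusted p-value under 0.05 are called different, and those with an absolute log2 fold change of at least 1 are also given as at least 2-fold. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. An estimate had the status FAIL in at least 1 library for 9 of the tested genes. These were kept at their listed values in the fit, and leaving them out was one of the alternatives.

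The named genes followed a rule fixed in advance: Sp8, the 10 genes with the largest rise and the 10 with the largest fall among called genes with a mean of at least 1 FPKM and no overlap between the groups, the tested members of the limb ectoderm list, and the member with the smallest p-value of each other list. Genes outside this rule are named as chosen after their values were seen. The 11 gene lists were also fixed in advance: apical ridge and limb ectoderm, FGF response, Wnt response, BMP response, surface epithelium and periderm, limb mesenchyme, erythroid cells, endothelium, macrophages, early genes induced by dissociation, and p53 targets. Lists with at least 3 tested members were tested with camera at a preset correlation between genes of 0.01, and again with fry and with camera at an estimated correlation, each adjusted by Benjamini-Hochberg over the 9 lists, or over all 11 lists where no filter was applied. Calls within 10 Mb of Sp8 were compared with calls elsewhere by a two-sided Fisher's exact test.

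Genes were matched by Ensembl identifier to the GENCODE M21 annotation of the GRCm38 assembly, which held 49109 of the 49452 identifiers. Coordinates, gene types, transcript lengths and exon overlaps are from that annotation, and symbols missing from the table were filled from it.

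Depth is known only in relative terms. Low FPKM values of the same gene in different libraries differ by the worth of 1 read, and the commonest ratio over 1829 to 2189 low genes gave each library's depth relative to wild-type embryo 1. Whole reads were not recovered for the genes as a set, so no count test was run and no counting interval is given. For some short genes the listed values move in visible steps, and their reads were not counted. The total FPKM of a library is not a depth: it ranged from 845961 to 12061400, while the relative depths ranged from 0.844 to 1.04.

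Alternatives were chosen before the data were examined: median-of-ratios and upper-quartile scaling, no filter on low values, a pseudocount of 0.1, the embryo number as a replicate block, the leading number of the sample name as a covariate, globin genes or sex-linked genes left out, an adjusted p-value under 0.01, other windows around Sp8, the 500 most variable genes for the correlations, and each library left out in turn. Others were chosen after seeing the data: genes with a failed estimate left out, protein-coding genes only, the removal of trends on GC content and transcript length with splines of 4 degrees of freedom, Y-linked expression as a covariate, a further list of 27 mesenchymal genes as a covariate, a mean of at least 5 FPKM, limma's treat against a 1.2-fold change, the list tests other than preset camera repeated with no filter, and scaling, the GC and length correction or the mesenchymal covariate combined with each library left out. The procedure was tested on simulated data with 200 changed genes among 12133 in each of 5 simulations: 98.0% of log2 changes of 2 and 95.2% of log2 changes of 1 were called, and 4.99% of calls were false. These shares describe the simulated data and need not hold for the real libraries. There 177 genes of at least 2-fold were called. Nkd2 (log2 fold change 1.30, SE 0.49) and Col3a1 (1.45, SE 0.55), named after their values were seen, were not called. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps.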

Results

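The transcriptomes of forelimb bud ectoderm from 3 Sp8 null and 3 wild-type mouse embryos at E10.5 were compared. The question was which transcripts differ in level without Sp8, a zinc finger transcription factor of the limb ectoderm. Each library was made from the ectoderm of both forelimbs of 1 embryo. Depth was known only relative to wild-type embryo 1. It was 0.844, 1.01 and 1.02 for Sp8 null embryos 1, 2 and 3, and 0.893 and 1.04 for wild-type embryos 2 and 3. Between 11835 and 12245 genes per library were listed at 1 FPKM or more. The authors' deposited table gave group means that summed to 28595252 in wild type and 27685839 in Sp8 null on its normalized scale of counts, of which the mitochondrial ribosomal transcript mt-Rnr2 took 12.7% in wild type.

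Among the genes at 1 FPKM or more in both libraries of a pair, at most 1 had an equal value in both, and every library was treated as a separate replicate. Across the 12133 tested genes, Pearson's r of log2(FPKM + 1) between libraries of the same genotype ranged from 0.970 to 0.978, and between genotypes from 0.95 to 0.966. These are correlations across genes, which are not independent replicates. The first principal component held 39.1% of the variance and separated the genotypes, with the Sp8 null libraries between -26.9 and -14.7 and the wild-type libraries between 14.6 and 25.0. The second held 20.0% and placed Sp8 null embryo 1 at 20.4 and wild-type embryo 1 at -24.0, so it did not follow the leading number of the sample names, which those libraries share.

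Sp8 (ENSMUSG00000048562; GRCm38, chromosome 12, 118846329 to 118852576, plus strand, protein-coding) was measured first, as a check of the genotype labels. Its FPKM was 0.766, 0.460 and 1.14 in Sp8 null embryos 1, 2 and 3, and 8.35, 10.97 and 13.5 in wild-type embryos 1, 2 and 3. The means were 0.787 ± 0.338 FPKM (SD, n = 3) in Sp8 null and 10.9 ± 2.56 FPKM (SD, n = 3) in wild type. The log2 fold change was -2.73 (SE 0.20; limma, Benjamini-Hochberg adjusted p = 0.000361). A pseudocount of 0.1 moved this value most, to -3.68. Each library followed its genotype label.

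Between the genotypes 829 of 12133 genes differed (limma, Benjamini-Hochberg adjusted p under 0.05), of which 204 were higher and 625 lower in Sp8 null. At an unadjusted p under 0.05 there were 2914 genes. The share of calls that were higher in Sp8 null was 24.6%, and it depended on the scaling between libraries: it was 37.2% (323 higher and 545 lower) under median-of-ratios scaling and 41.7% (363 higher and 507 lower) under upper-quartile scaling. Groups did not overlap for any of the 829 calls, and for 29.8% of tested genes against 10% given by chance with 3 libraries against 3. Single libraries also moved the share, to 41.3% without wild-type embryo 1 and to 14.6% without Sp8 null embryo 3. Among the fits that left out 1 library and changed nothing else, the number of calls moved most without wild-type embryo 2, to 213. With the leading number of the sample name as a covariate it was 545. That number 4 marks only 1 library of each genotype, so no test within it was possible. At least 2-fold changes were found for 177 genes, 42 higher and 135 lower, and this count fell to 110 without wild-type embryo 2.

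**Figure D1:**
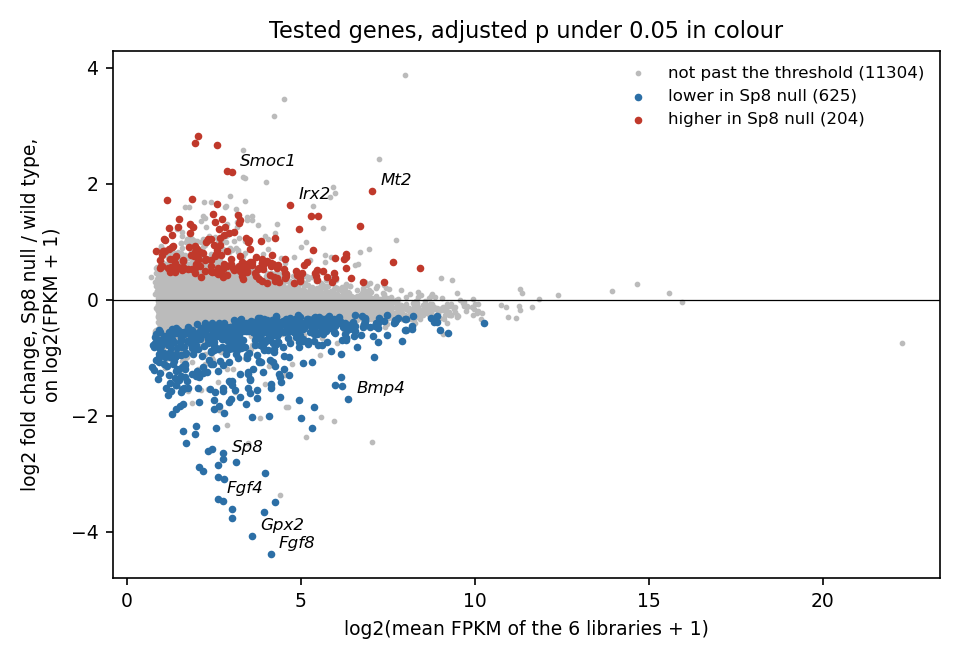
Log2 fold change of Sp8 null over wild type on the log2(FPKM + 1) scale (vertical axis) against the log2 of the mean FPKM of the 6 libraries plus 1 (horizontal axis), 1 point per tested gene. The 625 lower genes (blue) and 204 higher genes (red) had a limma adjusted p under 0.05, and the remaining tested genes are grey.

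On the log2(FPKM + 1) scale the largest fall was that of Fgf8 (ENSMUSG00000025219; chromosome 19, 45736798 to 45742915), a fibroblast growth factor, from 32.5 ± 3.10 FPKM in wild type to 0.645 ± 0.447 FPKM in Sp8 null (SD, n = 3 each; log2 fold change -4.38, SE 0.18, limma adjusted p = 2.21e-05). Gpx2 (ENSMUSG00000042808; chromosome 12, 76792333 to 76795554) fell from 22.0 ± 9.65 to 0.293 ± 0.128 FPKM (log2 fold change -4.07, SE 0.29, limma adjusted p = 0.000352). Fam46a (ENSMUSG00000032265; chromosome 9, 85320439 to 85327348) fell from 14.1 ± 0.956 to 0.113 ± 0.0210 FPKM (log2 fold change -3.76, SE 0.10, limma adjusted p = 5.68e-06). The log2 fold changes of the next genes in order were -3.66 for Cd44, -3.61 for Rspo2, -3.49 for Bhlha9, -3.47 for Vwde, -3.43 for Fgf4, -3.09 for Rgs5 and -3.05 for Sct, with limma adjusted p-values between 5.68e-06 and 0.00068. All 10 kept their direction and their call under every alternative that tested them, but their order depended on the pseudocount. With a pseudocount of 0.1 the log2 fold changes of Fgf4 (-6.25), Fam46a (-6.06), Gpx2 (-5.78) and Vwde (-5.75) were larger than that of Fgf8 (-5.61). The ratio of mean FPKM in wild type to that in Sp8 null was 285 for Fgf4 and 124 for Fam46a, against 50.4 for Fgf8.

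Of the 10 largest rises, 5 were genes of short noncoding transcripts of 118 to 147 nt, lengths at which FPKM is sensitive to small changes in read number. The snRNA gene Gm26254, the miRNA gene Gm25197 and the snoRNA gene Gm23034 were listed at 0 in all 3 wild-type libraries, so no fold is given. Their means in Sp8 null were 6.32 ± 2.45, 5.83 ± 2.28 and 2.46 ± 1.32 FPKM (SD, n = 3). Snora30 rose from 0.966 ± 1.67 to 9.0 ± 0.855 FPKM and Snora31 from 1.98 ± 1.74 to 10.9 ± 2.89 FPKM. Listed at 0 were 2 wild-type libraries for Snora30 and 1 for Snora31. Both transcripts are 130 nt long, and both genes had the same value in Sp8 null embryo 1 (9.99 FPKM) and in Sp8 null embryo 2 (8.55 FPKM). Equal values at equal length point to small whole numbers of reads. The rises of these 5 short genes may thus rest on few reads, and a small SD does not make them precise. In the authors' deposited table the fold change was 1.4 for Gm26254 and 1.13 for Gm23034, and it was in the other direction for Gm25197 (-1.07), Snora30 (-1.13) and Snora31 (-1.14). The p-value in the authors' deposited table was 0.043 for Gm26254, and for the other 4 it lay between 0.396 and 0.627. The wild-type means in the authors' deposited table were 13.98, 5.72 and 5.01 for Gm26254, Gm25197 and Gm23034, which FPKM listed at 0. On the log2(FPKM + 1) scale the largest rise among protein-coding genes was that of Smoc1 (ENSMUSG00000021136; chromosome 12, 81026808 to 81186414), from 1.89 ± 0.537 to 12.3 ± 2.09 FPKM (SD, n = 3; log2 fold change 2.21, SE 0.17, limma adjusted p = 0.000479). Mt2 (ENSMUSG00000031762; chromosome 8, 94172664 to 94173568) rose from 55.7 ± 1.22 to 208 ± 13.1 FPKM (log2 fold change 1.88, SE 0.07, limma adjusted p = 1.5e-05). Pthlh rose by 1.73, Tmem132c by 1.66 and Irx2 by 1.63 on the log2 scale (limma adjusted p = 0.00153, 0.0148 and 0.000119).

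The list of apical ridge and limb ectoderm genes was tested to see how the ectodermal signals of the limb bud changed. Of its 21 members, 18 could be tested, and all 18 had a lower mean in Sp8 null, with a median log2 fold change of -1.38. Bmp2 and Trp63, whose differences were within the replicate spread, turned slightly higher under upper-quartile scaling (0.05 and 0.02 on the log2 scale), and Bmp2 also under median-of-ratios scaling (0.03). Over all genes tested 13 members were called, and 15 when adjusted over the list alone. The called members outside the largest falls were Fgf9 (-2.64), Dlx2 (-1.95), Msx2 (-1.72), Bmp4 (-1.72), En1 (-1.71), Dlx5 (-1.05), Wnt7a (-0.98), Dlx3 (-0.78) and Wnt3 (-0.52), each value being the log2 fold change. Jag2 (-0.45) and Dlx6 (-0.94) passed over the list alone (limma adjusted p = 0.00752 and 0.00667) but not over all genes (0.0683 and 0.061). Over all genes, Jag2 stayed at 0.05 or more in 19 of 20 alternatives and Dlx6 in 16 of 19. Both passed when only protein-coding genes were tested (limma adjusted p = 0.0409 and 0.027). Bmp7, Trp63 and Bmp2 did not differ (log2 fold change -0.11, -0.08 and -0.03, limma adjusted p = 0.459, 0.682 and 0.939). Trp63 was at 125 ± 12.5 FPKM in Sp8 null and 131 ± 10.97 FPKM in wild type (SD, n = 3). The 3 untested members had values under the filter. Sp9 was at 0.0193, 0.0215 and 0.0266 FPKM in the Sp8 null libraries and at 0.775, 0.437 and 0.704 in the wild-type libraries. Fgf17 was at 0.0933, 0.0623 and 0.17 FPKM and at 0.487, 0.792 and 1.48 FPKM. The authors' deposited table gave a fold change of -6.18 for Sp9 and -2.64 for Fgf17. Sp6 was at most 0.0766 FPKM in any library, and its exons overlap those of a gene on the other strand.

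**Figure D2:**
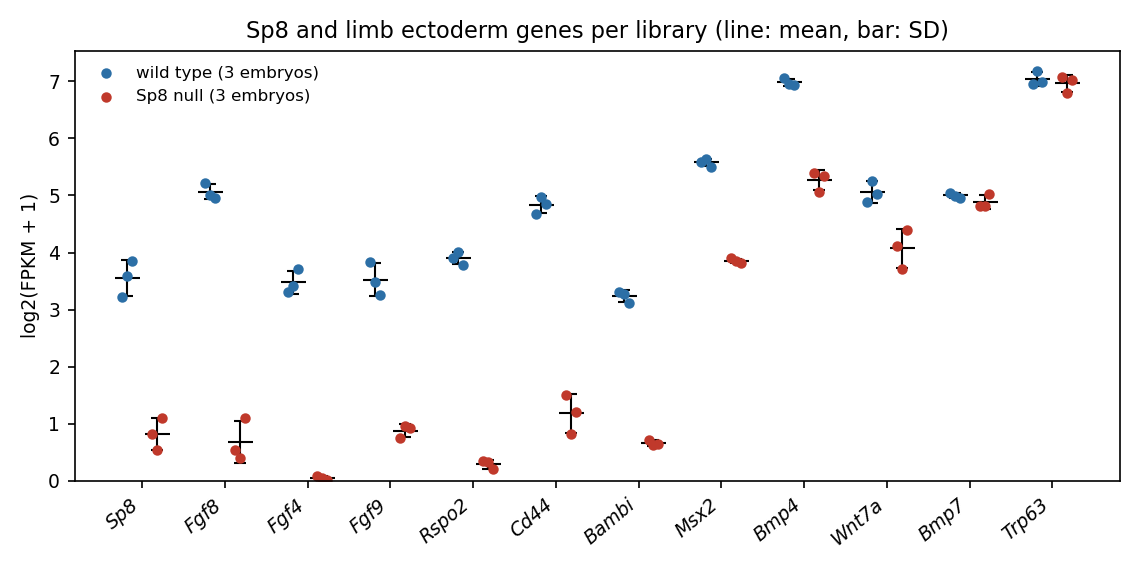
Values of Sp8, 10 limb ectoderm genes and Bambi on the log2(FPKM + 1) scale (vertical axis), with 1 point per embryo (blue, wild type; red, Sp8 null), the mean as a horizontal line and the SD as a bar (n = 3). The groups do not overlap for Sp8 and the 9 genes from Fgf8 to Wnt7a, and they overlap for Bmp7 and Trp63.

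Lists of genes that respond to signalling pathways were tested next. All 9 BMP response genes were lower, with a median log2 fold change of -1.23, and 7 were called over all genes and 9 when adjusted over the list alone; Msx2 is in both this and the limb ectoderm list. Bambi had the smallest p-value, with 0.587 ± 0.0556 FPKM in Sp8 null and 8.42 ± 0.654 FPKM in wild type (SD, n = 3; log2 fold change -2.57, SE 0.10, limma adjusted p = 1.5e-05). All 10 FGF response genes were lower, with a median of -0.55, and 5 were called over all genes and 8 when adjusted over the list alone. Il17rd, named after its value was seen, had a log2 fold change of only -0.053. The median over all tested genes was -0.0562, so the direction of Il17rd is not secure. Spry1 fell from 18.8 ± 0.488 to 5.77 ± 0.543 FPKM (log2 fold change -1.55, limma adjusted p = 0.000119). The 10 tested Wnt response genes had a median of 0.13, with 3 lower and 2 called over all genes, both lower, and 3 when adjusted over the list alone, of which 2 were lower. Tcf7 in this list fell from 30.9 ± 3.40 to 9.05 ± 1.08 FPKM (log2 fold change -1.67, limma adjusted p = 0.000299).

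With camera from limma at the preset correlation of 0.01, 4 of the 9 lists passed an adjusted p of 0.05. The apical ridge and limb ectoderm list was lower (camera in limma, Benjamini-Hochberg adjusted p = 6.13e-16), as were the BMP response list (adjusted p = 1.4e-09 in limma) and the FGF response list (adjusted p = 3.9e-05 in limma). The limb mesenchyme list was higher (limma adjusted p = 0.0311, median log2 fold change 0.26, 7 of 11 members higher). With fry the first 3 calls held (limma adjusted p = 0.000314, 0.000314 and 0.0083) and that of limb mesenchyme did not (0.647). With the correlation estimated for each list none of the 4 held, the limma adjusted p-values being 0.113, 0.113, 0.371 and 0.738, and 2 lists, apical ridge and BMP response, had an unadjusted p-value under 0.05 (0.0251 and 0.0187). The limb mesenchyme call was also lost under both other scalings, without Sp8 null embryo 2, with a median of 0.14, and without wild-type embryo 2, with a median of 0.22.

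**Figure D3:**
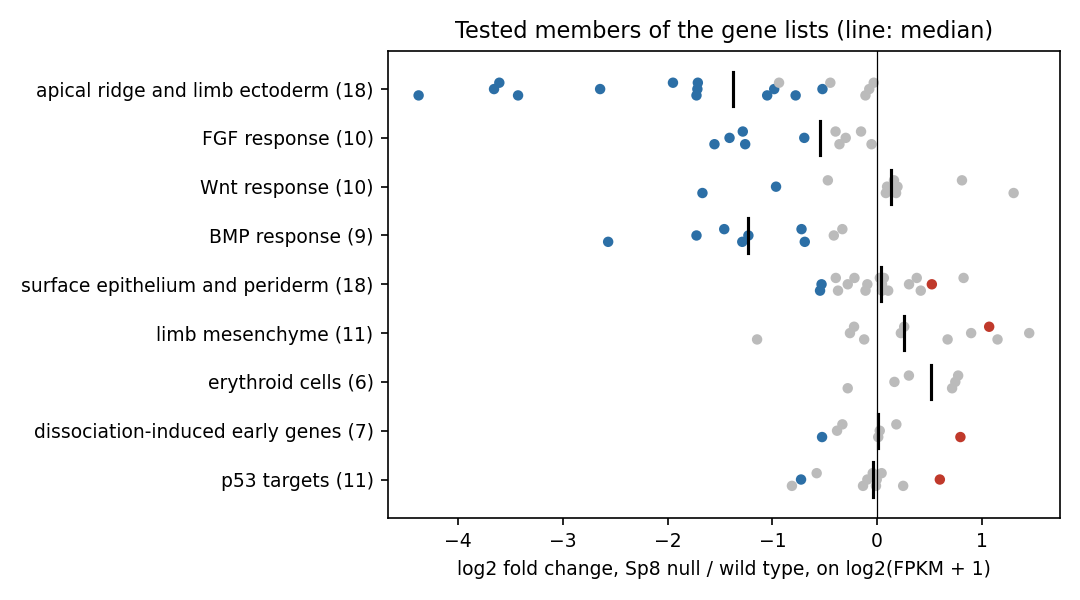
Log2 fold change of Sp8 null over wild type on the log2(FPKM + 1) scale (horizontal axis) of each tested member of the 9 testable gene lists (rows, number of tested members in brackets), with the median as a black line. Members with a limma adjusted p under 0.05 over all genes are blue (lower) or red (higher), and the medians of the apical ridge, BMP response and FGF response lists lie at -1.38, -1.23 and -0.55.

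The other lists were read for tissue composition and handling. None of them measures the share of apical ridge cells in the ectoderm. Lower levels per cell therefore cannot be told apart from fewer ridge cells for the ridge genes that fell. None of surface epithelium and periderm (18 members, median log2 fold change 0.04, limma adjusted p = 0.683), erythroid cells (6 members, 0.51, 0.331), early genes induced by dissociation (7 members, 0.01, 0.865) and p53 targets (11 members, -0.04, 0.865) passed the threshold in camera. The members with the smallest p-values were Tfap2a (log2 fold change 0.52, limma adjusted p = 0.0163), Alas2 (0.30, 0.636), Btg2 (0.80, 0.00383) and Trp53inp1 (0.60, 0.00766). Called members went both ways in each of these lists but the erythroid one, which had none. The other called members, named after their values were seen, were lower: Krt17 (-0.54, 0.0298) and Epcam (-0.53, 0.0313) of surface epithelium, Jun (-0.53, 0.0404) of the early genes and Cdkn1a (-0.73, 0.0313) of the p53 targets, each with its log2 fold change and limma adjusted p. When adjusted over the list alone, 7 surface epithelium members (5 lower), 3 early genes (2 lower) and 3 p53 targets (2 lower) passed, and no erythroid member. In the limb mesenchyme list Lmx1b was the one member called (log2 fold change 1.07, limma adjusted p = 0.0166). The erythroid result rested on wild-type embryo 1, in which Hbb-y was at 192 FPKM against 14.7 and 4.46 FPKM in wild-type embryos 2 and 3. Without that library the median was 2.15 and the list passed (limma adjusted p = 0.000708, the range over its alternatives being 0.000708 to 0.968). The endothelial and macrophage lists had too few members past the filter to be tested with it. Egfl7 was the one of 11 endothelial genes that reached the filter (log2 fold change 0.15, limma adjusted p = 0.595), and none of 9 macrophage genes did, their highest value being 0.826 FPKM. With no filter, all 9 macrophage genes had a higher mean in Sp8 null, with a median log2 fold change of 0.0973, and the list passed in camera (limma adjusted p = 0.00128 over 11 lists), but not with fry (limma adjusted p = 0.194) or an estimated correlation (0.441). The endothelial list did not pass in any of these tests (median 0.0459, 9 of 11 members higher, limma adjusted p = 0.148, 0.639 and 0.915).

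Since null and wild-type embryos came from different crosses, calls near Sp8 were counted. Within 10 Mb of Sp8, 5 of 53 tested genes were called, or 9.43%, against 821 of 12053 elsewhere, or 6.81% (odds ratio 1.43, two-sided Fisher's exact p = 0.409). The 5 genes, named after their values were seen, were Itgb8 (log2 fold change -0.94), Trmt61a (-0.53), Ckb (0.70), Hsp90aa1 (-0.44) and Cinp (-0.40). Over the whole chromosome the odds ratio was 1.27 (Fisher's exact p = 0.197).

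The authors' deposited table, in which the test was not described, listed 3802 of the tested genes at a p-value under 0.05, and 2575 after Benjamini-Hochberg adjustment of those p-values over the tested genes, of which 887 were higher and 1688 lower in Sp8 null. Of the 829 genes called here, 779 were also past that adjusted threshold, all 779 in the same direction. For 33 called genes the p-value in the authors' deposited table was 0.05 or more, and for 11 of them both means in the authors' deposited table were 0 and the p-value was 1, so they carry no test there. The largest fall of the authors' deposited table was -70.39 (Fam46a), and its largest rise was 5.04.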

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

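Over all alternatives, 52 single genes and gene lists were followed through 999 values. Of these, 922 kept their direction and their side of the threshold, and 53 kept the direction but were no longer past the threshold. A further 5 passed it newly and 19 changed direction. For gene lists the direction is that given by the test, so the 922 include lists whose median changed sign. The cause was not tested unless stated.

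The number of called genes was 829. It was 342 with no filter on low values (27766 genes tested, 293 of the 829 among the calls), 545 with the leading number of the sample name as a covariate (524 shared) and 244 at an adjusted p under 0.01. It ranged from 213 to 665 across the 6 fits that each left out one replicate, fits with fewer samples. The lowest was without wild-type embryo 2, with 207 of the 829 among the calls. Scaling, a pseudocount of 0.1 (794), globin or sex-linked genes left out, and the alternatives chosen after seeing the data that changed 1 choice left the count between 617 and 1084. Scaling, the GC and length correction or the mesenchymal covariate combined with each library left out, also chosen after seeing the data, gave counts from 190 to 647. The 2-fold count of 177 was 94 with a mean of at least 5 FPKM, which removes the low genes that make up many of the 2-fold changes, 260 with a pseudocount of 0.1, 156 with limma's treat, and from 110 to 174 with one replicate left out. Leaving out the 9 genes with a failed estimate gave 852 calls, with all 829 among them.

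The embryo numbers did not pair the samples: the correlation of the deviations of same-numbered libraries from their group means was -0.16, -0.14 and -0.07. With the embryo number as a replicate block, 328 genes were called and 174 were at least 2-fold.

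The number of gene lists past the threshold was 4, and it was 0 with an estimated correlation, 3 with fry, 5 of 11 with no filter, where the macrophage list was the addition (3 there with fry and 0 with an estimated correlation), and from 3 to 5 with one replicate left out. The limb mesenchyme call was lost under both scalings, fry and the estimated correlation, and without Sp8 null embryo 2 or wild-type embryo 2. Lists with medians near 0 changed the direction given by the test while their median stayed near 0: with fry, Wnt response (0.128), surface epithelium (0.0364), early genes (0.0106) and p53 targets (-0.0418); with no filter, surface epithelium (0.0364); and with the replicate block, the sample-name covariate or the Y-linked covariate, p53 targets (-0.0418 in each). With one replicate left out, the medians ranged from -0.0637 to 0.0355 for the early genes and from -0.0891 to -0.00597 for p53 targets.

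The log2 fold change of Bmp2 was 0.0306 under median-of-ratios scaling, 0.0508 under upper-quartile scaling and 0.011 with the mesenchymal covariate, and from -0.237 to 0.0867 with one replicate left out. For Trp63 it was 0.0213 under upper-quartile scaling and from -0.128 to 0.00918 with one replicate left out. Neither gene was called in any fit. Among called limb ectoderm genes, Wnt3 was lost in 9 of 20 alternatives and Wnt7a and Dlx5 in 5 each. Snora31 was lost in 8 of 19 and Snora30 in 6 of 18. Of the other named calls, Tfap2a was lost in 5 of 20, Lmx1b in 3 of 20, Tmem132c in 2 of 20 and Gm23034 in 1 of 15.

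The odds ratio of calls near Sp8 was 0.716 with no filter, 0.947 with the mesenchymal covariate, 0.667 with a mean of at least 5 FPKM and 2.33 among protein-coding genes, where 10 of 48 near genes were called (Fisher's exact p = 0.0268, the range over all alternatives being 0.0268 to 1). It ranged from 0 to 2.17 with one replicate left out, being 0 without wild-type embryo 2 or 3. These counts are small.

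The mean correlation within genotypes of 0.973 was 0.661 over the 500 most variable genes, 0.977 with no filter, 0.946 with a pseudocount of 0.1, 0.987 over protein-coding genes, 0.935 with a mean of at least 5 FPKM, and from 0.974 to 0.977 with one replicate left out.

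Alternatives that need counts were not run: the count-based tools and glmTreat, the normalizations as implemented for counts, and the filters on counts. Depth is known only as a ratio between libraries, and the precision of low genes was judged only through the replicate spread. That spread can understate the uncertainty of genes with few reads.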

Other observations

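The tests in this part were set down after the patterns had been seen and before the values of the tests themselves, except the tests on upper-quartile scaling, among 2-fold changes, with a library left out, on genes with a deposited mean above 0, within longer transcripts and within a genotype alone, which were chosen afterwards.

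With 3 libraries against 3 there are 10 splits of the 6 samples, so no share under 0.1 can be reached and grouping by accident cannot be excluded by this count. The real split was the 1 of the 10 splits that gave as many as 829 genes, and the other splits gave at most 8. For 2-fold changes also 1 of the 10 splits gave as many as 177 genes, with at most 8 elsewhere. For gene lists, 3 of the 10 splits gave 4 or more lists past the threshold in camera, the largest other count being 5, so the number of lists alone carried little weight at the preset correlation.

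More genes were lower than higher in Sp8 null. If the scaling of the FPKM between libraries were the whole cause, rescaling should bring the share of higher genes to about 50%. It was 37.2% under median-of-ratios scaling and 41.7% under upper-quartile scaling. With each library also left out in turn, it ranged from 30.4% to 45.9% and from 34.9% to 52.05% respectively, staying under 50% in all 6 fits under the first scaling and in 5 of 6 under the second. The exception was the fit without wild-type embryo 1. Over all calls scaling cannot be told apart from other explanations of the excess, since the range under upper-quartile scaling takes in 50%, by that 1 fit. Among 2-fold changes 27.2% (46 of 169) were higher under upper-quartile scaling, and from 20.4% to 45.9% with each library also left out, which argues against scaling as the whole cause there. Removing the trends on GC content and transcript length left the share over all calls at 23.2% (from 14.7% to 42.0% with each library also left out). A covariate for mesenchymal RNA left it at 27.6% (from 16.6% to 41.6%). Both fits kept the shift of all genes between the genotypes: the median log2 fold change was -0.0544 and -0.0614, against -0.0562 in the main fit. The GC and length correction keeps each library's mean level by design. Neither was combined with rescaling, so these shares cannot decide whether GC content and length or mesenchymal RNA was the whole cause. A biological difference between the genotypes stays open, as does any other difference between the crosses, which followed genotype per the labels.

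Calls near Sp8 were examined because sequence linked to the targeted allele may differ in strain of origin between the groups. The odds ratio of 1.43 within 10 Mb (two-sided Fisher's exact p = 0.409) rested on 5 called genes, and it moved to either side of 1 with the processing, so linked sequence cannot be told apart from no local excess with so few genes.

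Sp8 null embryo 2 had higher levels of mesenchymal transcripts. Prrx1 was at 53.3 FPKM there, against 13.6 and 11.95 FPKM in Sp8 null embryos 1 and 3. A further list of 27 mesenchymal genes, sharing none with the first, was highest in that library for 13 genes, or fewer than the majority set down beforehand, where chance gives 16.7% of them. Its median was 0.89 above the other Sp8 null libraries on the log2 scale, and 21 of the 27 genes were highest in this library among the Sp8 null libraries. Over all tested genes the median difference was -0.0092, which argues against library scaling. The pattern was not particular to this embryo: wild-type embryo 1 was highest of the 6 libraries for 12 of the 27 genes, and highest among the wild-type libraries for 23. Shox2 (35.9 FPKM), Meox2 (21.8 FPKM) and Cdh11 (21.5 FPKM) were among the most raised in Sp8 null embryo 2. Ectoderm itself may express part of the list: 4 of the 27 genes were at 10 FPKM or more in every library, and 1 is also in the BMP response list. Mesenchymal cells left on the dissected ectoderm are a candidate source, and they cannot be told apart from a difference in the ectoderm itself. The count lay above chance. Its shortfall of the majority does not argue against that source, since wild-type embryo 1 held the highest value for 12 of the 27 genes.

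The same pair of libraries also carried Y-linked transcripts. The summed FPKM of Ddx3y, Uty, Kdm5d and Eif2s3y was 56.2 in Sp8 null embryo 2 and 54.9 in wild-type embryo 1, and between 0.137 and 0.204 in the other 4 libraries. Xist was at 0.501 and 0.237 FPKM in those libraries and between 57.5 and 78.4 FPKM in the others. Mean log2 levels of the further mesenchymal list were 3.18 and 2.83 in the pair and between 1.97 and 2.31 in the others. There are 15 ways to choose a pair of libraries, and no explanation of this coincidence was tested. The labels do not give the sex of the embryos. By their Y-linked and Xist levels, the pair came from male embryos and the other 4 libraries from female embryos. Each genotype thus held 1 male library.

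The 33 called genes with a p-value of 0.05 or more in the authors' deposited table were mostly short genes or genes that share exons with another. For 11 of them, all with shared exons, both means in the authors' deposited table were 0 and its p-value was 1, which is no test of a difference, so these were left out of the comparisons that follow. Among called genes with a longest transcript under 300 nt, 80% (8 of 10) lacked a p-value under 0.05 there, against 1.74% of the 806 longer ones (Fisher's exact p = 2.96e-12). Among called genes with exons overlapping another gene's exons on either strand, 4.96% (11 of 222) lacked it, against 1.85% of 594 without overlap (Fisher's exact p = 0.0256), and the difference remained among transcripts of 300 nt or longer (4.96% against 0.514%, Fisher's exact p = 9.1e-05). Both the instability of FPKM for short transcripts and a different handling of shared reads may therefore contribute. Only 3 of the 33 were neither short nor overlapping: Ube2n-ps1, Urm1 and Eapp, named after their values were seen. Of the 42 genes at least 2-fold higher, 4 were among the 33, as were 6 of the 135 at least 2-fold lower. No biological explanation was tested.

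Sp6 was listed at no more than 0.0766 FPKM in any library. The exons of Gm11532 (ENSMUSG00000087067; chromosome 11, 97020508 to 97026248, minus strand) overlap those of Sp6 (97013394 to 97024734, plus strand), and Gm11532 was listed at up to 28.2 FPKM. It fell from 25.1 ± 3.63 FPKM in wild type to 8.20 ± 1.74 FPKM in Sp8 null (SD, n = 3; log2 fold change -1.51, limma adjusted p = 0.00215). Reads of Sp6 may thus have been assigned to Gm11532, and neither gene's level can be read as its own. Similarly, Cerkl (chromosome 2, 79330543 to 79456785, minus strand) overlaps Itga4 (79255426 to 79333123, plus strand). Both fell, by log2 fold changes of -2.60 and -2.84, while the authors' deposited table gave fold changes of -1.25 for Cerkl and -16.08 for Itga4. These 4 genes were chosen after their values were seen.

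In the authors' deposited table, 14 genes had a p-value under 1e-10 with a fold change within 1.1 of no change. They included the Y-linked Ddx3y, Uty, Kdm5d and Eif2s3y, with fold changes of -1, 1.01, 1.01 and 1 in the authors' deposited table. None of the 14 was at 1 FPKM or more in at least 3 libraries, so none entered the comparison of genotypes here.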
